# Aging, Rather than Genotype, Is the Principal Contributor to Differential Gene Expression Within Targeted Replacement APOE2, APOE3, and APOE4 Mouse Brain

**DOI:** 10.3390/brainsci15101117

**Published:** 2025-10-17

**Authors:** Amanda Labuza, Harshitha Pidikiti, Melissa J. Alldred, Kyrillos W. Ibrahim, Katherine Y. Peng, Jonathan Pasato, Adriana Heguy, Paul M. Mathews, Stephen D. Ginsberg

**Keywords:** apolipoprotein E, aging, Alzheimer’s disease, neurodegeneration, mouse model, RNA sequencing

## Abstract

**Background:** Apolipoprotein E (APOE) is the strongest genetic risk determinant for late-onset Alzheimer’s disease (AD). The APOE3 allele is risk-neutral, the APOE4 allele increases the risk of developing AD, and the APOE2 allele is neuroprotective. **Methods**: We utilized RNA sequencing of hemi-brains from a mouse model homozygous for each of these humanized APOE alleles to study gene expression profiles between mice aged 12 months of age (MO) and 18 MO, independent of β-amyloid and tau pathology. **Results**: More than half of the differentially expressed genes (DEGs) within each genotype were shared with at least one other APOE allele, including 1610 DEGs that were shared across the three genotypes. These DEGs represent changes driven by aging rather than APOE genotype. Aging induced DEGs and biological pathways involving metabolism, synaptic function, and protein synthesis, among others. Alterations in these pathways were also identified by DEGs unique to APOE4, suggesting that the APOE4 allele drives the aging phenotype. In contrast, fewer pathways were identified from DEGs unique to APOE2 or APOE3. **Conclusions**: Transcriptomic results suggest that the most significant impact on brain-level expression changes in humanized APOE mice is aging and that APOE4 exacerbates this process. These in vivo findings within an established model system are consistent with brain aging being the greatest risk factor for AD and suggest that APOE4 expression promotes an aging phenotype in the brain that interacts with, and contributes to, aging-driven AD risk. Results reinforce the impact age and APOE allele contribute to AD and age-related neurodegeneration, and foster greater mechanistic understanding as well as inform therapeutic intervention.

## 1. Introduction

The apolipoprotein E gene (APOE) has three different polymorphic alleles in humans, termed APOE2, APOE3, and APOE4 [1,2]. These three alleles correspond to variations in the amino acids at residues 112 and 158 of the protein, with APOE3 having a cysteine at position 112 and an arginine at position 158, while APOE2 has cysteine and APOE4 has arginine at both sites, respectively [1,2]. The APOE3 allele is the most common, with an estimated 79% global population, with 8% and 14% having an APOE2 or APOE4 allele, respectively [3,4].

The APOE gene has been identified as the strongest genetic risk factor for late-onset Alzheimer’s disease (AD), including in recent, large-scale, genome-wide association studies (GWAS), GWAS meta-analyses, and population-based meta-analyses [5,6,7,8]. APOE4 increases the risk of AD [5,8,9,10], while APOE2 may be protective against AD [8,11,12], and APOE3 is neutral. A single copy of APOE4 leads to a ~4-fold greater likelihood of developing AD compared to APOE3/APOE3 carriers, while two copies of APOE4 result in a ~12-fold increase [13]. The risk of AD is greater for heterozygous female APOE4 carriers than heterozygous males, while APOE4 homozygosity carries an equal risk for both sexes [10,14,15]. APOE4 also worsens neuropathological changes in AD patients compared to APOE3, including severe cerebral amyloid angiopathy and increased tau pathology encompassing more extensive regions within the brain [16,17]. Several of these neuropathological changes are increased with APOE4 and can occur independently of cognitive decline [18,19,20,21]. A USA cohort of 5000 subjects confirmed that APOE2 homozygosity had both lower odds of developing AD and milder neuropathological changes than APOE2/3 or APOE3/3 carriers [22].

Independent of AD, APOE has been shown to play a role in neurodegeneration [23,24]. APOE4 has been associated with the severity of TDP-43 pathology [25,26], Lewy body disease (LBD) [27,28], tau-mediated neurodegeneration [29], and metabolic syndrome (MetS) [30]. APOE mouse models demonstrate APOE4 expression alters the neuronal endosomal–lysosomal system [31,32]. These APOE4 effects are consistent with APOE4 driving aging-dependent changes in diverse cellular pathways [23,33,34,35]. In contrast to APOE4, APOE2 expression is protective against LBD [27] and correlates with longevity, independent of AD pathology [36,37].

The strong correlation between the APOE allele and neuropathological changes has led to several therapies targeting APOE, summarized by Serrano-Pozo [17,38], though none have been successful to date. It is therefore of interest to study APOE in the context of AD and Alzheimer’s disease-related dementias (ADRDs), along with the upstream and downstream pathways that APOE acts upon.

Multi-’omics have been used to study mechanisms of APOE alleles in neuronal health [31,32,35,39]. Our collaborative lab group reported brain mRNA expression differences driven by APOE genotype are related to the endosomal–lysosomal system in humanized APOE targeted replacement mice [31,32]. RNA sequencing (RNA-seq) of induced pluripotent stem cell (iPSC)-derived neurons, human iPSC (hiPSC)-derived glia, and cerebrospinal fluid (CSF) proteomics in human patients have revealed changes in synaptic function in APOE4 compared to APOE3 [40,41,42,43]. Since human studies intertwine genetic and environmental factors, including diet, lifestyle, aging, and AD pathology, we used a well-characterized in vivo humanized APOE knock-in mouse model comprised of targeted replacement ApoE2, ApoE3, and ApoE4 [32]. We combined brain-level RNA-seq with bioinformatic inquiry to interrogate changes in gene profiles due to aging in the context of APOE genotype. We hypothesize changes in gene expression will identify novel pathways to better understand the underlying mechanistic role(s) that APOE genotype plays in aging and AD dementia risk, which may help direct therapeutic intervention.

## 2. Materials and Methods

### 2.1. Animals

Mice used in this study were group-housed under controlled temperature and lighting conditions with same-sex littermates. Mice were given free access to food and water. Mice were originally developed on a C57Bl/6 background to express the human APOE gene in place of the mouse *Apoe* gene under the endogenous murine promoter [44]. This allowed for expression of human APOE at physiologically regulated levels in the same temporal and spatial pattern as endogenous murine *Apoe* [44]. APOE2, APOE3, and APOE4 refer to mice homozygous for either human APOE2, APOE3, or APOE4 (RRID:MGI:3695702, RRID:MGI:3695698, and RRID:MGI:4355228), respectively. Murine APOE genotype was confirmed using restriction fragment length polymorphism analysis [45]. 

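Human APOE replaces mouse Apoe in these mice, and reads were nonetheless assigned to mouse Apoe in each of the 20 libraries at 18 MO. Mouse Apoe lies on chromosome 7 of GRCm38 from 19696244 to 19701310. Its level was 39.6 ± 2.57 CPM in APOE2, 43.5 ± 2.83 in APOE3, 37.5 ± 2.93 in APOE4 and 39.6 ± 2.78 in APOE4D (SD, n = 5 mice each), from 1206 to 2379 reads per library. Human APOE itself was not measured here, and these counts do not tell the 3 human alleles apart. APOE4 was lower than APOE3 in Apoe by a log2 fold change of -0.21 (standard error 0.06, adjusted p = 0.00933 from edgeR's quasi-likelihood test), a call that was lost with 1 surrogate variable in the fit and with the trend over transcript length and GC content removed. The exact permutation test of the same 5 against 5 libraries (two-sided) gave p = 0.0159, or 0.0636 after Benjamini-Hochberg adjustment over 4 comparisons, where 0.00794 is the smallest p it allows. For APOE2 against APOE3, APOE2 against APOE4 and APOE4D against APOE4 the exact permutation p was 0.0714, 0.278 and 0.286.

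Apoc1, which encodes apolipoprotein C1 and lies beside Apoe from 19689480 to 19692659, was at 2.47 ± 0.358 CPM in APOE4 and 3.70 ± 0.768 CPM in APOE3 (SD, n = 5 each, log2 fold change -0.58, standard error 0.16, adjusted p = 0.0126 from edgeR's quasi-likelihood test). In APOE4D it was at 3.37 ± 0.360 CPM, and the call was lost with the 10 APOE4 and APOE4D libraries joined. Tomm40, the pore of the mitochondrial outer membrane translocase, on the other side of Apoe from 19701313 to 19715442, was at 71.1 ± 1.20 CPM in APOE2 and 78.6 ± 5.05 CPM in APOE3 (SD, n = 5 each, log2 fold change -0.14, standard error 0.04, adjusted p = 0.0478 from the same edgeR test). Leaving out any 1 of the 5 APOE2 libraries was enough to end that call. Of 44 measured genes that flank Apoe on chromosome 7, listed before the data were examined, 19 were lower in APOE4 than in APOE3 and none was higher (22 lower when adjusted over the list alone). Among them, Trappc6a, a subunit of the TRAPP vesicle tethering complex, had a log2 fold change of -0.49 (standard error 0.09, adjusted p = 0.000557 from edgeR's quasi-likelihood test), and Ercc2, a DNA repair helicase, one of -0.26 (standard error 0.05, adjusted p = 0.0017). The list passed camera with its preset correlation (adjusted p = 4.01e-07) but not with an estimated correlation (adjusted p = 0.403). It passed fry, another set test (adjusted p = 0.0024). In APOE2 against APOE3 1 gene of the list was lower (0 when adjusted over the list alone), and in APOE2 against APOE4 2 were higher (2 over the list alone). The preset correlation gave adjusted p = 0.00295 and 0.00485 for these comparisons, and an estimated correlation gave adjusted p = 0.674 and 0.828. With the trend over transcript length and GC content removed, a step added after seeing the data, the list no longer passed camera in these comparisons, and its median in APOE4 against APOE3 was -0.09 instead of -0.185.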

The 12 months of age (MO) cohort had 3 male/3 female mice per genotype and the 18 MO cohort had 5 female mice per genotype.

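The sex labels of the 18 MO libraries were compared with the counts of X- and Y-linked genes. Xist, the RNA that coats the inactive X chromosome in cells with more than 1 X (chromosome X of GRCm38, 103460373 to 103483233), had 12151 to 24959 reads in 19 of the 20 libraries and 48 reads in the APOE3 library of mouse F61N. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 0 to 6 reads in the 19 libraries and 5 in F61N. Of 4 genes that escape X inactivation in mice, Eif2s3x (a translation initiation factor subunit), Kdm5c and Kdm6a (histone demethylases) were lower in F61N than in each of the other APOE3 libraries, by log2 ratios of -0.72, -0.51 and -0.26 to their mean, and Ddx3x (an RNA helicase) had a log2 ratio of 0.07. The median log2 ratio was 0.11 over 468 other X-linked genes and -0.02 over 13220 autosomal genes. F61N was kept in every fit unless stated. Xist overlaps its antisense gene Tsix, to which 2 to 11 reads were assigned in each library.

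**Figure D1:**
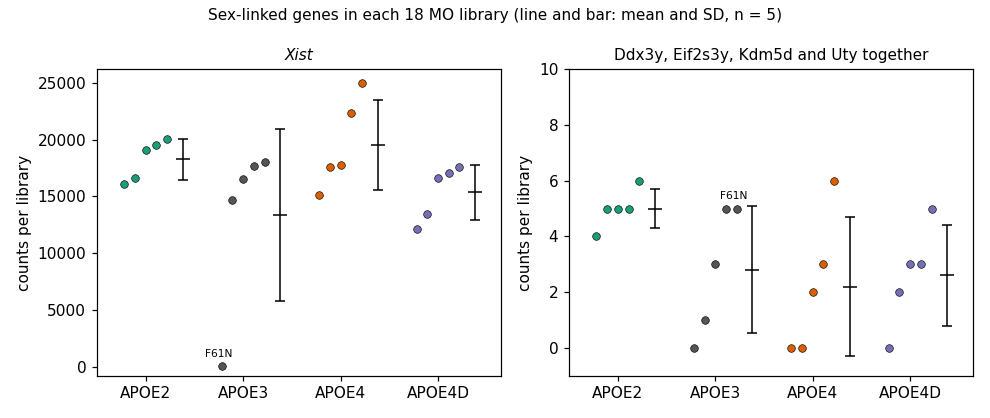
Counts per library of Xist (left) and of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together (right) in the 20 libraries at 18 MO, by genotype. Each point is 1 mouse, drawn from the lowest to the highest value in its group, and bars give the mean and SD of 5 mice. The APOE3 library F61N has 48 Xist reads, while Y-linked reads lie between 0 and 6 in all 20 libraries.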

### 2.2. RNA Sequencing

RNA was purified from the frozen left hemibrains of mice using the miRNeasy mini kit (Qiagen, Germantown, MD, USA). Right hemibrains were used for biochemistry as described previously [32,46]. Validation for quality and quantity was performed utilizing the RNA6000 Nano kit on an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). RNA was stored at −80 °C prior to use. All RNA samples had an RNA integrity number (RIN) of 9 or higher. RNA-seq libraries were prepared on a Biomek Fxp liquid handler robot (Beckman, Indianapolis, IN, USA) using the TruSeq Stranded mRNA Library Prep kit (#20020595; Illumina, San Diego, CA, USA), starting with 500 ng of total RNA with 10 cycles of final PCR amplification. Equimolar pooling was performed on all libraries with single-read 50 base pair sequencing performed across three lanes of an Illumina HiSeq4000 flow cell at the New York University Grossman School of Medicine Genome Technology Center (NYUGSOM GTC).

### 2.3. Sequence Analysis

FASTQ files from the same biological sample with multiple lanes were merged prior to pre-processing. Since the lanes were technical replicates from the same run, they did not represent different batches [47,48,49]. Quality control of the raw reads was performed using FastQC (v0.11.9) [50]. Trimmomatic (v0.39) [51] was used to trim raw reads with any adapter contamination. This step was skipped if there was no adapter contamination. STAR aligner (v2.7.10a) [52] was used to generate a genome index and align trimmed reads to the indexed murine reference genome (GRCm39) in two-pass basic mode with default parameters [47,48,49].

### 2.4. Statistical Analysis and Bioinformatics

RSEM (v1.3.3) was used to quantify gene-level expression on aligned reads. Picard (v2.27.1) [53] was used to compute post-alignment and RNA-seq-specific quality metrics. Gene-level counts from RSEM [54] were used to perform differential gene expression analysis. Genes with over 0.1 counts per million in more than 40% of the samples were retained. TMM normalization was implemented by edgeR [55], accounting for any compositional differences between libraries. This step removes lowly expressed genes that provide little evidence of differential expression and increase statistical errors and false discovery rates [56,57].

Gene expression analysis was performed using the DREAM pipeline [58] built on top of the limma-voom pipeline from the variancePartition package [59]. In addition to genotype and age, the following variables were included as covariates: intergenic percentage, intronic percentage, and usable base percentage. Except for genotype and age, other covariates were computed from the RNA-seq reads by Picard. Differentially expressed genes (DEGs) were identified using the topTable function, with statistical significance defined as *p*-value < 0.05. DEGs were used for subsequent functional enrichment analyses.

Ingenuity Pathway Analysis (IPA; Qiagen, Germantown, MD, USA), Kyoto Encyclopedia of Genes and Genomes (KEGG) [60], and Gene Ontology (GO) bioinformatic pathway analyses were employed using DEGs, with *p* < 0.05 as the significance cutoff [47,48,49]. For input of the 1610 pan APOE DEGs in GO analysis, *p*-values from APOE4 DEGs were used as APOE4 DEGs had the highest significance of the three genotypes. Subdivisions of GO categories only included brain-related pathways in the “development” section, excluding pathways involved in peripheral organ development.

## 3. Results

The two greatest risk determinants for AD are aging and APOE genotype. We sought to examine the interface of these risk factors in the brains of mice homozygous for human APOE2, APOE3, or APOE4. These mice do not develop β-amyloid or tau pathology [3,17,23], but have been previously shown to have AD/ADRD-relevant neuronal pathologies driven by APOE4 expression, often appearing in an age-dependent fashion [31,61]. For each genotype, RNA was isolated from hemi-brains of mice at 12 MO (*n* = 6 per genotype) and 18 MO (*n* = 5 per genotype) and utilized for RNA-seq [32,46]. 

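Hemi-brain RNA from 15 female mice at 18 MO was analysed here, from 5 mice each homozygous for human APOE2, APOE3 or APOE4, the n that the paper gives for this age. The 12 MO libraries were not analysed here, so values below compare genotypes at 18 MO and hold no change with age. The series has 5 more female libraries at 18 MO, named APOE4D in the labels and listed there with the genotype APOE4 (mice F12M, F19M, FH51, FH68 and FH85). Neither the labels nor the paper's text says what the D stands for or why these mice were left out of the n, and they were kept as a group of their own and joined with APOE4 only as an alternative. Each library is from 1 mouse, so the spread between libraries is the spread between mice.

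The libraries were made from stranded mRNA and read from 1 end. The authors' deposited table gives whole-number counts of reads for 55291 mouse genes, which were used as deposited. The submitters' processing notes name the genome build GRCm38 (mm10), the aligner STAR 2.7.0, the counter featureCounts, and DESeq2. The paper's methods describe a separate run on GRCm39 with RSEM and the DREAM pipeline, whose counts were not used here. Whether featureCounts read the strand is not given in the sources used here, so a gene that overlaps another gene, or a pseudogene that is nearly identical to its parent gene, has an uncertain count. Counts per library were 42723532 to 44852581 in APOE2 (median 43292287), 43051666 to 51960932 in APOE3 (median 47536085), 33032138 to 46887242 in APOE4 (median 35715807) and 32404258 to 37947330 in APOE4D (median 33641792). Mitochondrially encoded genes took 6.50% ± 0.278 of the counts in APOE2, 6.30% ± 0.628 in APOE3, 6.57% ± 0.399 in APOE4 and 6.69% ± 0.244 in APOE4D (SD, n = 5 each).

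Genes above 0.1 CPM (counts scaled to the library total) in more than 40% of the libraries of a fit were kept, as in the paper, which left 21022 genes for the 3 genotypes and 21041 with APOE4D. The counts were scaled by TMM and compared with edgeR's quasi-likelihood test, with 1 estimate of the spread for all 3 genotypes, and a gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05. The paper instead defined DEGs by an unadjusted p under 0.05 and included the intergenic, intronic and usable base percentages of the reads as covariates. Those percentages cannot be computed from a table of counts, and no covariate was used.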

Sequences were interrogated using the DREAM pipeline [58] to identify DEGs between 12 MO and 18 MO mice within each genotype. The majority of DEGs identified were protein-coding (APOE2 92.57%, APOE3 88.92%, and APOE4 94.22%).

APOE2 mice had 5111 DEGs between 12 MO and 18 MO mice (Figure 1A), with 2344 DEGs upregulated by age and 2767 DEGs downregulated by age. APOE3 mice had 3069 DEGs between 12 MO and 18 MO mice (Figure 1B), with 1663 DEGs upregulated by age and 1406 DEGs downregulated by age. APOE4 mice had 6466 DEGs between 12 MO and 18 MO mice (Figure 1C), with 3122 DEGs upregulated by age and 3344 DEGs downregulated by age.

Comparing changes by age, large overlaps were observed between genotypes (Figure 2A), with 1610 DEGs altered from 12 MO to 18 MO mice in all three genotypes. This suggests that these 1610 DEGs, which we termed “pan APOE”, are dependent on aging rather than APOE genotype. Additionally, 1890 DEGs were shared between aging in APOE2 and APOE4. Virtually all of these shared DEGs (1605/1610: 99.7% and 1887/1890: 99.8%) were changed in the same direction with age (Figure 2B,C). The few (seven DEGs) whose aging effect changed direction between genotypes are listed in Supplementary Table S1.

To understand how genes differentiated by age may affect cellular function, IPA was employed to interrogate biological pathways. Interestingly, when looking at aging between APOE genotypes, 12 of the top 20 canonical pathways were shared between each genotype, and all but three pathways were significantly changed in every genotype per age comparison (Figure 3A). Using the 1610 pan APOE DEGs, the top 20 IPA canonical pathways were incorporated in the 27 pathways listed in Figure 3. Only four pathways changed direction between genotypes. For example, “Signaling by ROBO Receptors” was downregulated in APOE2 with aging but upregulated in APOE3 and APOE4 with aging. “Class I MHC mediated antigen processing and presentation” was upregulated in APOE3 but downregulated in APOE2 and APOE4 mice. The majority of the top 20 pathways were relevant to brain function, including the neurodegenerative pathway “Huntington’s Disease Signaling” (Figure 3A). A total of 469 common DEGs were found across aging in APOE2, APOE3, and APOE4 mice. The top 120 common DEGs were mechanistic drivers in at least 12 of the 27 canonical pathways (Figure 3A). These are represented as a circle plot (Figure 3B), depicting overlap between common driver DEGs and top IPA pathways. APOE4 exhibited the highest number of unique DEGs within these pathways (Supplementary Figure S1). APOE4-unique DEGs also contributed to complex protein–protein interaction (PPI) networks (Supplementary Figure S1), including those indicative of oxidative stress and metabolic dysfunction, likely adding to the impact of aging. Aggregating these results, aging is a larger driver of transcriptomic changes in the brain than APOE genotype in the absence of β-amyloid or tau pathology, with the APOE4 allele exacerbating the aging program compared to APOE2 and APOE3.

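At 18 MO, the brains of the 3 genotypes differed in 4155 of 21022 genes (edgeR's quasi-likelihood test, adjusted p under 0.05). APOE4 and APOE3 differed in 4422 genes, 2273 higher and 2149 lower in APOE4. APOE2 and APOE4 differed in 1238 genes, 692 of them higher in APOE2, and APOE2 and APOE3 in 1029 genes, 387 of them higher in APOE2. The balance of directions between APOE2 and APOE3 turned without the APOE3 library F61N, with 1423 genes higher and 1110 lower in APOE2. Most differences were small, and 428, 317 and 303 genes of these 3 comparisons also reached a fold change of 1.5. With all 10 APOE4 and APOE4D libraries as 1 group, the counts were 4469, 1432 and 1164.

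Serpina3n, a secreted protease inhibitor of reactive astrocytes (chromosome 12 of GRCm38, 104406646 to 104414334), was at 130 ± 3.64 CPM in APOE4 and 26.8 ± 5.06 CPM in APOE3 (SD, n = 5 each, log2 fold change 2.28, standard error 0.35, adjusted p = 0.00081 from edgeR's quasi-likelihood test). In APOE2 it was 84.1, 94.0 and 82.7 CPM in the mice F35J, F74M and FH111 and 26.3 and 27.4 CPM in F42N and FH124. Wdfy1, an adaptor of Toll-like receptor signaling (chromosome 1, 79702262 to 79776143), was at 22.5 ± 0.880 CPM in APOE4 against 52.6 ± 4.51 CPM in APOE3 (log2 fold change -1.22, standard error 0.05, adjusted p = 4.47e-14 from the same test) and 55.1 ± 2.33 CPM in APOE2. Rdh13, a mitochondrial retinol dehydrogenase, was lower in APOE4 than in APOE3 (log2 fold change -1.07, standard error 0.07, adjusted p = 1.41e-08 by edgeR), and Tmc4, of the transmembrane channel-like family, was higher (log2 fold change 1.19, standard error 0.10, adjusted p = 2.79e-08 by edgeR). Both lie near the proximal end of chromosome 7, Rdh13 from 4425665 to 4471280 and Tmc4 from 3665754 to 3677553. Also higher in APOE4 than in APOE3 were the cytosolic DNA sensor Aim2 (log2 fold change 0.84), the axonemal dynein Dnah6 (1.45), the voltage-gated potassium channel Kcna1 (0.81), the choroid plexus gene Tmem72 (0.93) and Gpi-ps (2.40), a pseudogene of glucose-6-phosphate isomerase whose reads could be those of its parent gene. In the 5 APOE4D libraries Serpina3n ranged from 115 to 135 CPM, Wdfy1 from 20.5 to 22.4 CPM, Rdh13 from 28.8 to 33.1 CPM and Gpi-ps from 5.97 to 8.05 CPM. Over the 10 APOE4 and APOE4D libraries together, Serpina3n was at 129 ± 5.92 CPM, Wdfy1 at 22.05 ± 0.922, Rdh13 at 29.7 ± 1.39 and Gpi-ps at 6.77 ± 0.965 CPM (SD, n = 10). Rdh13, Tmc4 and Wdfy1 each overlap another gene in the annotation.

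In APOE2, the genes furthest above both other genotypes were pseudogenes. Gm11942 (chromosome 4, 32964806 to 32965273) was at 94.3 ± 23.8 CPM in APOE2, 0.628 ± 0.183 CPM in APOE3 and 1.09 ± 0.205 CPM in APOE4, and Gm15459 (chromosome 5, 5781529 to 5783633) at 102 ± 20.6, 4.57 ± 0.706 and 6.35 ± 0.481 CPM (SD, n = 5 each). Their log2 fold changes against APOE3 were 7.23 and 4.49 (standard errors 0.26 and 0.15, adjusted p = 2.63e-09 and 2.82e-10 from edgeR's quasi-likelihood test). Pla2g4e, a cytosolic phospholipase A2 (chromosome 2, 120166412 to 120245630), was higher in APOE2 than in APOE3, 52.3 ± 17.8 against 11.5 ± 0.702 CPM (log2 fold change 2.19, standard error 0.24, adjusted p = 0.00017 by edgeR). Lower in APOE2 than in APOE3 were Bub1b, a kinase of the mitotic spindle checkpoint (log2 fold change -3.09), Bfsp2, a lens filament protein (-2.43; lost when only these 2 genotypes were fitted), and Igtp, an interferon-induced GTPase (-1.23). Against APOE4, APOE2 was higher in Sytl1, a vesicle trafficking protein (log2 fold change 2.44, standard error 0.15, adjusted p = 1.6e-11 by edgeR), and lower in Lyrm7, an assembly factor of respiratory complex III (log2 fold change -1.33, standard error 0.12, adjusted p = 4.74e-07 by edgeR). The APOE2 library FH111 lay between APOE3 and the other APOE2 libraries in many of these genes. Over 80 genes with a fold change of 2 or more, chosen without FH111, its median position was 0.523 on a scale from 0 at the APOE3 mean to 1 at the mean of the other APOE2 libraries. Each of those libraries, left out and placed in turn, had a median of 1.05 to 1.14. Their genes and their reference include FH111, whose low position raises theirs above 1, so the distance to FH111 is inflated. Single genes differed from this, as FH124 was also between at Pla2g4e (0.514, FH111 0.422) and nearby on chromosome 2 at Eif3j1 (0.512, FH111 0.634) and Exd1 (0.56, FH111 0.629), the last chosen after its values were seen.

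The counts depend on single libraries and on the fit. APOE2 against APOE3 gave 2533 genes without the APOE3 library F61N and 569 without the APOE3 library F10N. APOE4 against APOE3 gave 1403 genes without the mice whose IDs begin with FH. These are FH111 and FH124 in APOE2 and FH66 and FH78 in APOE4, and APOE3 has none. An effect of the ID series therefore cannot be told apart from the loss of mice in that count. With 1 surrogate variable as a covariate APOE4 against APOE3 gave 836 genes, fewer than the 1066 of APOE2 against APOE4 in that fit. The paper reasons from the DEGs between 12 MO and 18 MO within each genotype and from the large share of them that the genotypes have in common. It also draws on IPA, KEGG and GO pathways that the genotypes share with age. From these it concludes that aging drives more of the change in brain transcripts than APOE genotype does.

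**Figure D2:**
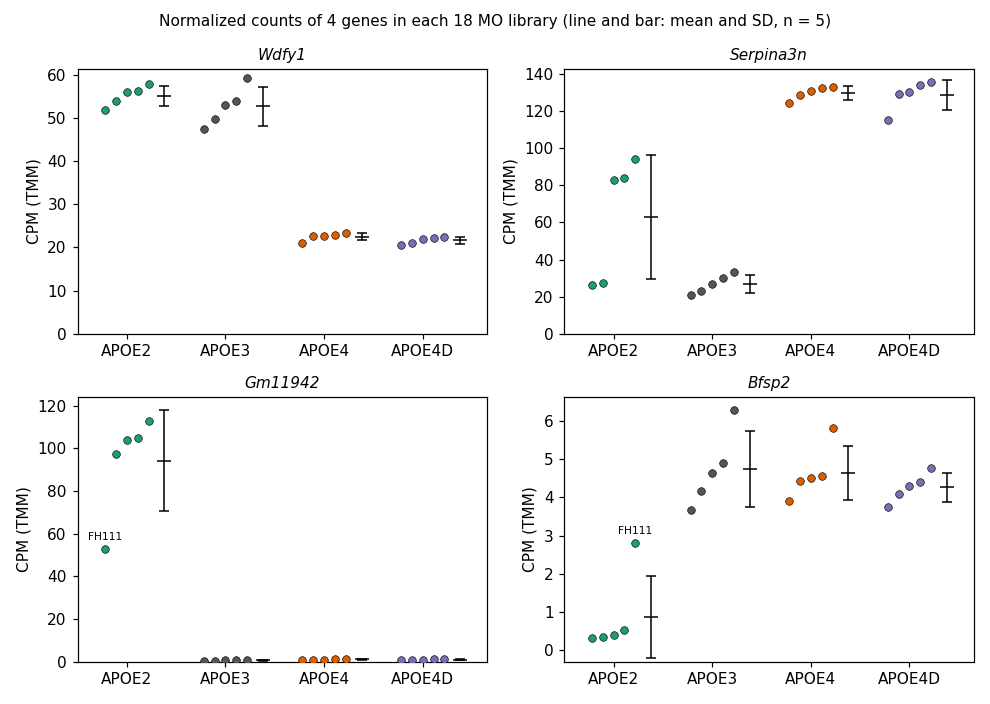
TMM-scaled CPM of Wdfy1, Serpina3n, Gm11942 and Bfsp2 in each library at 18 MO, by genotype. Each point is 1 mouse, drawn from the lowest to the highest value in its group, and bars give the mean and SD of 5 mice. Wdfy1 is near 22 CPM in APOE4 and APOE4D, Serpina3n splits APOE2 into mice near APOE3 and mice above it, and the APOE2 library FH111 lies apart in Gm11942 at 52.9 CPM and in Bfsp2 at 2.795 CPM.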

To study changes in pathways altered by aging specific to each APOE allele, analysis was conducted using DEGs uniquely altered by genotype. A curated list of the top relevant pathways altered by aging was generated for each genotype. APOE2, which is protective against neurodegeneration [11,12,62], had several lipid pathways downregulated during aging, including “Regulation of Lipid Metabolism by PPARalpha” and “Superpathway of Inositol Phosphate Compounds” (Figure 4), although a broad trend for APOE2-specific pathways was not discernible. In APOE3 mice, several signaling pathways, including “RHOGDI Signaling” and “S100 Family Signaling Pathway”, were altered by aging (Figure 5). DEGs unique to APOE4 correlate with increased risk of neurodegeneration [9,11], revealed the largest number of pathways specific to synaptic and neuronal signaling (Figure 6), with most being upregulated, including “Synaptic Long-Term Potentiation”, “Synaptogenesis Signaling Pathway”, and “Serotonin Receptor Signaling”. Notably, APOE4 was the only genotype that had enough unique DEGs altered from 12 MO to 18 MO to independently activate a neurodegenerative pathway (e.g., “Huntington’s Disease Signaling”) as a top pathway, with more than 6-fold significance compared to APOE2- or APOE3-unique DEGs.

KEGG was also used to interrogate top pathways changed by aging between APOE genotypes (Table 1). A total of 58 pathways were altered in APOE2, 19 pathways in APOE3, and 63 pathways in APOE4. As with IPA, the majority of pathways changed by aging in APOE3 were common with APOE2 and APOE4, yielding 18/19 (94.7%) overlapping pathways. A total of 39 pathways were shared between APOE2 and APOE4 age comparisons (9 shown in Table 1), likely being driven by the 1890 aging DEGs common only between APOE2 and APOE4. Among pathways shared between all genotypes, six were related to neurodegeneration, including “Alzheimer’s Disease” and “Huntington’s Disease”. There were not enough DEGs altered by age specifically in APOE2 and APOE3 mice to identify significant KEGG pathways. A total of 18 KEGG pathways were identified through aging DEGs unique to APOE4. Of these, three were shared between pathways that were significant when all DEGs in either APOE2, APOE3, or APOE4 were interrogated (Table 1), including “Pathways of Neurodegeneration-Multiple Disease”. An additional nine pathways from unique APOE4 DEGs overlapped with pathways from all APOE2 DEGs (e.g., not just unique APOE2 DEGs changed by aging). Therefore, six pathways altered by unique APOE4 DEGs were specific to this genotype.

GO analysis was employed to evaluate biological processes altered by aging between genotypes. Similar to IPA and KEGG, pan APOE DEGs accounted for the majority of biological processes enriched for each genotype (Figure 7A). Accordingly, GO processes were identified using DEGs altered in aging unique to each genotype, termed “unique APOE2”, “unique APOE3”, and “unique APOE4” (Figure 7B). Unique APOE4 processes were similar in distribution to GO processes from pan APOE DEGs. Processes categorized in autophagy and synaptic pathways found in unique APOE4 and pan APOE assessments were compared and contrasted to unique APOE2 DEGs and unique APOE3 DEGs. To account for the larger number of DEGs altered by aging unique to APOE4 compared to APOE2 or APOE3, the percentage of each category was assessed (Figure 7C–F). Both in terms of total number of processes and percentage of total processes, pan APOE and unique APOE4 were similar (Figure 7B,C,F). Synaptic processes were parsed into subcategories (Figure 8, Supplementary Table S2). There were few synaptic processes identified by “unique APOE2” or “unique APOE3” aging DEGs. These identified processes were largely associated with synaptic vesicle or synaptic transmission and function, with only one synaptic “other” process in “unique APOE3”. APOE4 aging DEGs were involved in synaptic processes spanning all subcategories (Figure 8), including 61 processes identified by pan APOE DEGs and 93 processes identified in “unique APOE4” DEGs. The largest subcategory was synaptic transmission and function. Therefore, pan APOE and unique APOE4 DEGs were most prominent in this assessment of transcriptomic changes in APOE targeted replacement mice.

## 4. Discussion

Mice with homozygous humanized targeted replacement APOE genes were utilized to interrogate DEGs and biological pathways from 12 MO and 18 MO cohorts. A large proportion of DEGs differentiated by age were common among all genotypes. Therefore, we postulate aging has a greater effect on changes in gene expression than APOE genotype. 

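Gene groups listed before the data were examined were compared between genotypes at 18 MO. Genes of the cytosolic ribosome, which makes cell protein, were lower in APOE4 than in APOE3 in 54 of 81 cases and higher in none (64 lower when adjusted over the list alone), with a median log2 fold change of -0.21. Nuclear genes of oxidative phosphorylation, the mitochondrial respiratory chain and ATP synthase, were lower in 48 of 78 cases and higher in 1 (56 and 2 over the list alone), with a median of -0.16. Cox6a1, a subunit of cytochrome c oxidase, was at 278 ± 13.0 CPM in APOE4 and 382 ± 27.4 CPM in APOE3, and Rps15, a ribosomal protein, at 278 ± 15.5 and 368 ± 39.2 CPM (SD, n = 5 each, log2 fold changes -0.45 and -0.40, standard errors 0.05 and 0.06, adjusted p = 6.52e-07 and 5.2e-05 from edgeR's quasi-likelihood test). The lists passed camera with its preset correlation (adjusted p = 7.57e-26 and 2.34e-20), but with an estimated correlation they did not (adjusted p = 0.458 and 0.45). Both passed fry, another set test (adjusted p = 0.00525 and 0.00253). Removing the trend over transcript length and GC content, a step added after seeing the data, left medians of -0.11 and -0.10, or -0.085 over the 64 oxidative phosphorylation genes with a transcript length, as the other 14 could not be corrected.

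Of 54 genes of the glutamatergic synapse and long-term potentiation, 23 were higher in APOE4 than in APOE3 and 7 were lower (27 and 9 over the list alone; adjusted p = 0.00106 by camera, and adjusted p = 0.486 with an estimated correlation). The list passed fry (adjusted p = 0.00679). Its median was 0.12, and 0.05 with the same trend removed. Grin2b, an NMDA receptor subunit, was at 276 ± 12.2 CPM in APOE4 and 200 ± 17.2 CPM in APOE3 (SD, n = 5 each, log2 fold change 0.47, standard error 0.05, adjusted p = 1.07e-06 from edgeR's quasi-likelihood test), and Camk4, a calmodulin-dependent kinase, had a log2 fold change of 0.40, while Ppp1r1a, a protein phosphatase inhibitor, and the scaffold Homer3 were lower (-0.32 and -0.38). Markers of blood were lower in APOE4 than in APOE3 in 7 of 12 cases (9 over the list alone), with a median of -1.34 (adjusted p = 1.44e-05 by camera, and adjusted p = 0.403 with an estimated correlation). They passed fry (adjusted p = 0.00253). Hbb-bs, a beta globin, was at 66.0 ± 12.0 CPM in APOE4 and 172 ± 83.1 CPM in APOE3 (SD, n = 5 each), where the libraries F37N and F61N had 254 and 272 CPM and the other 3 had 102 to 119 CPM. Its call was lost without the mice whose IDs begin with FH. Of 31 genes of complement and antigen presentation 9 were lower in APOE4 than in APOE3 (12 over the list alone), among them C1qa and C1qc of the complement C1q complex and the immunoproteasome subunits Psmb8 and Psmb10 (camera adjusted p = 1.61e-05, and adjusted p = 0.817 with an estimated correlation). Cholesterol synthesis had 6 of 25 genes lower (8 over the list alone), among them Mvd and Mvk of the mevalonate pathway, and the proteasome 11 of 32 lower and 1 higher (11 and 2 over the list alone; lost with APOE4D joined; camera adjusted p = 0.0046 and 0.0451, and adjusted p = 0.817 and 0.852 with an estimated correlation). With the trend removed, the proteasome no longer passed camera, nor did it without F61N (adjusted p = 0.0651 by camera). Immediate early genes had 3 of 27 lower, Gadd45g, Gadd45b and Per1 (3 over the list alone), and pericytes, smooth muscle and fibroblasts 1 of 21, Mgp (0 over the list alone). The camera adjusted p of these 2 lists was 0.0135 and 0.0451, and 0.852 for both with an estimated correlation. Without F61N the immediate early genes no longer passed camera (adjusted p = 0.122). Complement, cholesterol synthesis and the proteasome did not pass fry (adjusted p = 0.0683 for each by fry). Neither did immediate early genes nor pericytes, smooth muscle and fibroblasts (adjusted p = 0.279 and 0.246 by fry).

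The APOE3 mice F10N and F37N were the highest of the 20 mice in the complement list and in markers of pericytes, smooth muscle and fibroblasts. The APOE3 library F61N, which has almost no Xist reads, lay at 0.250 in ribosomal genes and 0.415 in oxidative phosphorylation genes on a scale from the APOE4 mean (0) to the mean of the other APOE3 libraries (1).

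**Figure D3:**
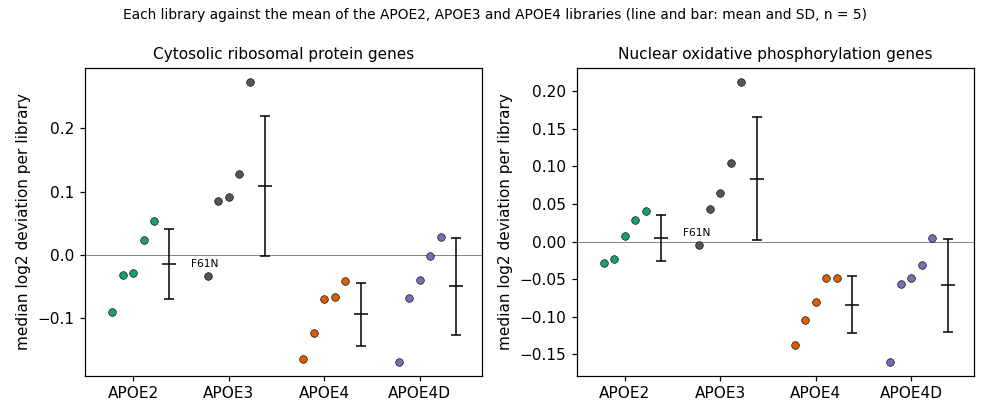
Median log2 deviation of ribosomal protein genes (left) and nuclear oxidative phosphorylation genes (right) in each library at 18 MO from the mean of the 15 libraries of APOE2, APOE3 and APOE4. Each point is 1 mouse, drawn from the lowest to the highest value in its group, and bars give the mean and SD of 5 mice. The APOE3 library F61N lies below the other APOE3 libraries, at -0.03 on the left and -0.005 on the right.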

Independent studies support this contention, revealing significant interactions between age, APOE genotype, and sex, with age having the greatest impact [10]. To assess generalizability of the discovered aging ApoE4 genes in the present report, we compared DEGs to a publicly available dataset (GEO: GSE212343) from Lee et al. (2023) [39]. Although utilizing similar targeted replacement APOE4 mice (e.g., Taconic female humanized ApoE4 model), the whole brain bulk RNA-seq dataset from Lee et al. [39] revealed fewer DEGs than the present report, which may have been due to a variety of factors, including the number of samples utilized and other technical and/or methodological considerations. Despite experimental differences between studies, ~32.2% of the DEGs from Lee et al. [39] overlapped with the aging DEGs in APOE4 mice from 12 MO to 18 MO mice, with >81% showing convergent gene expression (e.g., changing in the same direction: either upregulation or downregulation). This initial cross-study comparison provides an interesting validation of a subset of aging APOE4 genes found in the present assessment and provides the impetus to continue comparing and contrasting multi-‘omics study results from humanized APOE mice for future mechanistic studies and potentially translational findings with therapeutic implications.

A total of 1610 DEGs were commonly differentiated between 12 MO versus 18 MO mice among all genotypes, which we termed pan APOE DEGs. This amounts to 52.5% of all APOE3 DEGs being pan APOE DEGs, with 24.0% of DEGs unique to APOE3. Likewise, only 23.5% of APOE2 DEGs and 41.1% of APOE4 DEGs were unique to respective genotypes (Figure 2). While the percentage was larger in APOE4, this was expected due to the greater overall number of APOE4 DEGs. We propose this is due to APOE4 exacerbating the effects of aging (e.g., Figure 3B and Supplementary Figure S1). Overall, the subcategories of biological processes in GO analysis of the pan APOE DEGs more closely resembled unique APOE4 processes than unique APOE2 or unique APOE3 processes, including synaptic pathways (Figure 8). As age is the greatest risk factor for AD [33] and APOE4 is the largest genetic risk factor for late-onset AD [5,6], we posit APOE4 increases aging sequelae, rather than APOE4 directly influencing AD pathology. This is commensurate with the hypothesis that APOE plays a larger role in the context of age-related cognitive impairment, rather than solely serving as a risk factor for AD/ADRD [34,63].

The present results suggest APOE4 contributes to β-amyloid burden, independent of cognitive decline [19]. Our hypothesis is supported by APOE4 increasing the risk of several age-related disorders, including cardiovascular disease, type 2 diabetes mellitus [64], LBD [20,21,27], TDP-43 pathology severity [25,26], and cognitive decline in late Parkinson’s disease [65,66]. Conversely, APOE2 may be protective against aging, while APOE3 remains a neutral allele. APOE2 is protective in the context of AD [11,12,22]. APOE2 is also protective in other age-related diseases, including cerebral amyloid angiopathy [16], atherosclerosis [67], and LBD [27]. APOE2 carriers may develop a dementing illness 10 years later than APOE4 carriers [68] and have higher longevity, independent of AD pathology [62].

Via bioinformatic inquiry, we explored APOE genotype-specific pathways. Although IPA analysis covers a wide range of biologically relevant pathways beyond brain-themed pathways, the top 20 most dysregulated pathways in all genotypes are relevant to brain function (Figure 3). The largest group of dysregulated pathways was in the context of aging, including protein synthesis (e.g., “Eukaryotic Translation Initiation”, “RNA Polymerase II Transcription”, and “Processing of Caped Intron-Containing Pre-mRNA”, among others). KEGG analysis also indicated that “RNA polymerase”, “Ribosome”, and “Protein Processing in Endoplasmic Reticulum” are altered by aging, suggesting aging drives changes through alterations in transcription and translation. Alterations to metabolic pathways were also observed in aging, including “Oxidative Phosphorylation”, “Mitochondrial Dysfunction”, and “Respiratory Electron Transport” via IPA analysis (Figure 3) and “Oxidative Phosphorylation” via KEGG analysis (Table 1). These pathways are also significantly dysregulated across the progression of AD [49,69,70], with the APOE4 allele exacerbating MetS [30].

There were more alterations in gene expression by age specific to APOE4 compared to APOE2 or APOE3. APOE4 had the most DEGs (6466) from 12 MO to 18 MO mice and the greatest percentage of unique DEGs (41.1%) (Figure 2). Aging resulted in dysregulation of synaptic pathways across all analyses, including downregulation of “Synaptogenesis Signaling Pathway” in IPA, “Synaptic Vesicle Cycle” in KEGG, and 61 pathways with GO analysis (Figure 3 and Figure 7B, Table 1). This is expected, as APOE is localized in the synaptic milieu [71,72]. Aging DEGs unique to APOE4 also showed dysregulation of synaptic pathways. IPA displayed dysregulation of synaptic pathways in the top 20 pathways unique to APOE4 (Figure 6), including “Synaptic Long-Term Potentiation” and “Synaptogenesis Signaling Pathway”. Among the six KEGG pathways unique to APOE4, “Dopaminergic Signaling” was dysregulated (Table 1). GO analysis showed 93 synaptic biological processes specific to APOE4, compared to 5 and 8 biological processes in APOE2 and APOE3, respectively (Supplementary Table S2). There were more synaptic processes unique to APOE4 than those common between all genotypes, with the most in the “Transmission and Function” category (Figure 8).

Profound synaptic pathway dysfunction in the context of APOE4 is consistent with literature that indicates APOE4 decreases synaptic plasticity [72], synaptic density [73], and reduces mitochondrial capacity in astrocytes [74,75]. APOE4-targeted replacement mice, similar to those used in this study, have reduced spine density [74] compared to APOE2 or APOE3 mice at multiple timepoints. APOE4 mice also show impaired memory, as measured by the Morris water maze [76,77]. Similar to pathways identified herein, APOE4 mice have decreased mitochondrial function, ATP production, and mitochondrial density [75], as well as disrupted receptor recycling and reduced synaptic plasticity [73]. In addition to mouse models, hiPSC-derived neurons demonstrate APOE4 disrupts synaptic formation and neurotransmission pathways [40], decreases synaptic integrity [78], and alters neuronal excitability [35,79].

Limitations of the present study include a lack of understanding of how APOE drives downstream effects within the brain, especially in the context of hallmark AD/ADRD pathology (e.g., β-amyloid and tau), which is beyond the scope of this investigation. The lack of male mice in the 18 MO cohort is a potential confound and will be targeted in future studies. Importantly, the experimental design of the present study included aged females, which is translationally relevant as the ApoE AD/ADRD risk phenotype is stronger in females [10,13]. Thus, we were able to interrogate a high-risk group in humanized APOE murine models in the context of aging. Notably, no sex differences were identified in the 12 MO cohort or previous studies on these humanized APOE mouse models [32,46]. Further information on the relationship(s) between aging and APOE genotype can be gained from continuing to interrogate in vivo specific cell types (e.g., pyramidal neurons in hippocampus and cortical regions underlying memory and executive function) as well as interneurons and non-neuronal cell types (e.g., astrocytes and microglia) in vulnerable brain regions using single-cell or spatial transcriptomic profiling [39]. Limitations of bulk RNA-seq include loss of resolution for spatial and/or cell-specific drivers. This is a noted caveat of our initial study employing humanized APOE allele murine hemi-brain homogenates as the input sources. Studies have begun to compare profiling of bulk RNA-seq to single-cell populations in a subset of non-neuronal phenotypes [39]. To date, investigations of aging in the context of APOE alleles have limited resolution for neuronal changes or spatially derived network alterations. As such, single-population neuronal and/or spatial-derived validation is key for future studies in these well-established murine models.

## 5. Conclusions

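At 18 MO, some interferon response genes were lower in APOE2 than in APOE3 or APOE4. Of 30 measured genes of this list, 9 were lower and 1 higher in APOE2 than in APOE3 (23 and 1 when adjusted over the list alone; median log2 fold change -0.72), and 7 were lower and 1 higher than in APOE4 (22 and 1 over the list alone; median -0.61). The guanylate-binding protein Gbp3 was at 4.41 ± 0.984 CPM in APOE2, 7.92 ± 1.52 CPM in APOE3 and 8.86 ± 1.46 CPM in APOE4 (SD, n = 5 each, log2 fold change against APOE3 -0.84, standard error 0.16, adjusted p = 0.00492 against APOE3 and 0.00104 against APOE4 from edgeR's quasi-likelihood test). The antiviral genes Rsad2 and Oas2 had log2 fold changes of -0.98 and -1.21 against APOE3. The list passed camera in both comparisons (adjusted p = 9.25e-13 and 2.83e-12), and neither call held with an estimated correlation (adjusted p = 0.646 and 0.828). Nor did it pass fry in either comparison (adjusted p = 0.0768 and 0.0598 by fry). Both comparisons use the same 5 APOE2 libraries and are not independent. The APOE3 level of the list came mainly from the mice F10N and F37N, whose median log2 deviations were 0.66 and 0.62. F39N, F61N and F64M were at 0.02, -0.17 and -0.14, next to the APOE2 mice FH124 and F35J at -0.18 and -0.27, while the 5 APOE4 mice were at 0.12 to 0.33. The APOE4D mice F12M and FH85 were at 0.34 and 0.48, and F19M, FH51 and FH68 were at 0.01, -0.07 and -0.07.

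Complement and antigen presentation had 9 of 31 genes lower in APOE2 than in APOE3 and none higher (18 lower and 1 higher over the list alone), with a median log2 fold change of -0.30. F10N and F37N were also the highest APOE3 mice in this list (0.45 and 0.51) and in markers of pericytes, smooth muscle and fibroblasts (0.36 and 0.53). Among them H2-Q4, H2-Q6 and H2-K1, which encode MHC class I heavy chains and share reads as close paralogs, had log2 fold changes of -0.84, -1.17 and -0.66. Markers of microglia, the resident macrophages of the brain, had 4 of 22 genes lower (7 over the list alone; median -0.12), including the integrin subunit Itgam (log2 fold change -0.40) and the protease Ctss (-0.27). These lists passed camera (adjusted p = 4.14e-12 and 9.52e-06) but not with an estimated correlation (adjusted p = 0.646 for both). Ribosomal genes had 18 of 81 lower (28 over the list alone; camera adjusted p = 1.58e-16, and adjusted p = 0.646 with an estimated correlation), and oxidative phosphorylation 9 of 78 lower and 1 higher (26 and 2 over the list alone; camera adjusted p = 3.93e-07, and adjusted p = 0.718 with an estimated correlation). Their medians of -0.12 and -0.08 were -0.06 and -0.03 with the trend over transcript length and GC content removed, a step added after seeing the data. Of 60 groupings of these libraries, the real one included, 13 and 21 gave as small a camera p for these 2 lists. No list passed fry in APOE2 against APOE3. Blood markers had 2 of 12 lower (7 over the list alone), mural cells and fibroblasts 2 of 21 (2), cholesterol synthesis 2 of 25 (2) and endothelial cells 1 of 21 (1; camera adjusted p = 0.000299, 0.000685, 0.00387 and 0.00295). With an estimated correlation their adjusted p was 0.646 for blood and 0.718 for the other 3. In cholesterol synthesis the APOE2 mouse F74M had a median log2 deviation of -0.24, the other APOE2 mice -0.02 to 0.11, and the APOE3 mice 0.03 to 0.14. The heat shock protein Cryab was lower in APOE2 than in APOE3, 65.9 ± 22.2 against 127 ± 12.7 CPM (SD, n = 5 each, log2 fold change -0.94, standard error 0.19, adjusted p = 0.0131 from edgeR's quasi-likelihood test), but the call was lost when only these 2 genotypes were fitted.

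Against APOE4, APOE2 was higher in 17 of 78 oxidative phosphorylation genes (30 over the list alone) and in 6 of 81 ribosomal genes (9 over the list alone), with medians of 0.10 and 0.06 (camera adjusted p = 5.35e-09 and 2.3e-05, and adjusted p = 0.828 for both with an estimated correlation). With the same trend removed, these medians were 0.06 (0.05 over the 64 oxidative phosphorylation genes with a transcript length) and 0.03. It was lower in 3 of 21 endothelial, 3 of 23 oligodendrocyte and 1 of 22 microglial markers and in 2 of 54 genes of the glutamatergic synapse (4, 5, 2 and 4 over the list alone; camera adjusted p = 0.0148, 0.0358, 0.0255 and 0.0358). None of these 4 lists passed with an estimated correlation (adjusted p = 0.828 for each), the glutamatergic list no longer passed camera with the trend removed, and with APOE4 and APOE4D joined the endothelial, microglial and glutamatergic lists no longer passed camera. No list passed fry in APOE2 against APOE4.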

The present findings demonstrate age has a greater effect on gene dysregulation than APOE genotype. Moreover, we show differential gene expression and mechanistic pathways underlying alterations caused by aging in the context of the APOE allele. Few changes are seen specific to APOE3, indicating that this common allele is neutral. APOE4 exacerbates aging effects, notably in synaptic pathways. We also identified underlying gene expression changes directly impacting synaptic dysregulation in the context of the APOE4 allele in this in vivo model system. Taken together, these data provide mechanistic and therapeutic insight into both aging and AD.

## Figures and Tables

**Figure 1:**
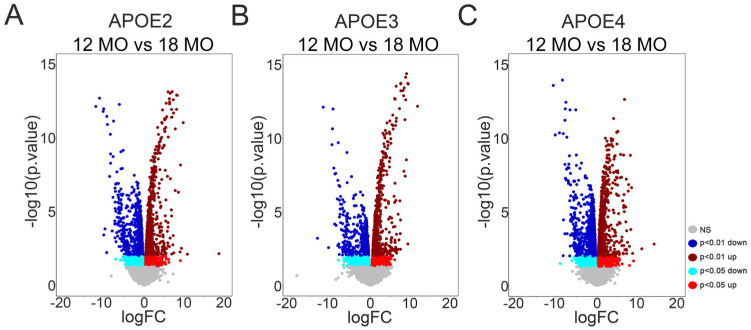
Distribution of DEGs comparing 12 MO to 18 MO mice. DEGs were identified between 12 MO and 18 MO mice homozygous for APOE2 (**A**), APOE3 (**B**), and APOE4 (**C**). Volcano plots show the distribution by log-fold change (logFC). Blue represents DEGs downregulated with age (light blue: *p*-value < 0.05, dark blue: *p*-value < 0.01) and red represents DEGs upregulated with age (red: *p*-value < 0.05, dark red: *p*-value < 0.01).

**Figure 2:**
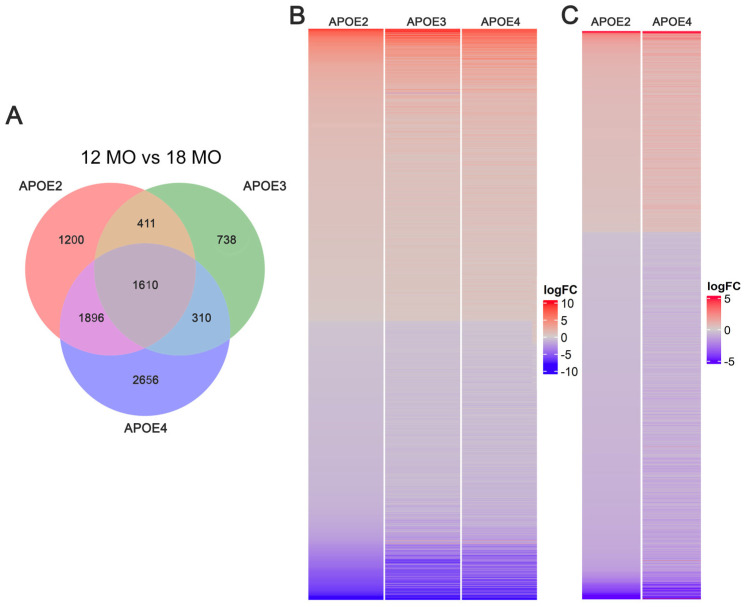
Comparison of shared DEGs between genotypes. (**A**) Venn diagram depicts overlap of aging DEGs between APOE2 (pink), APOE3 (green), and APOE4 (purple). The number of shared and unique DEGs are listed. (**B**) Heatmap shows the logFC of the 1610 DEGs shared between all 3 genotypes. All but 7 DEGs changed in the same direction. (**C**) Heatmap of 1896 DEGs shared between APOE2 and APOE4 illustrating DEGs changing in the same direction. Even though more DEGs were shared between APOE2 and APOE4 than all 3 genotypes, the range of logFC was smaller.

**Figure 3:**
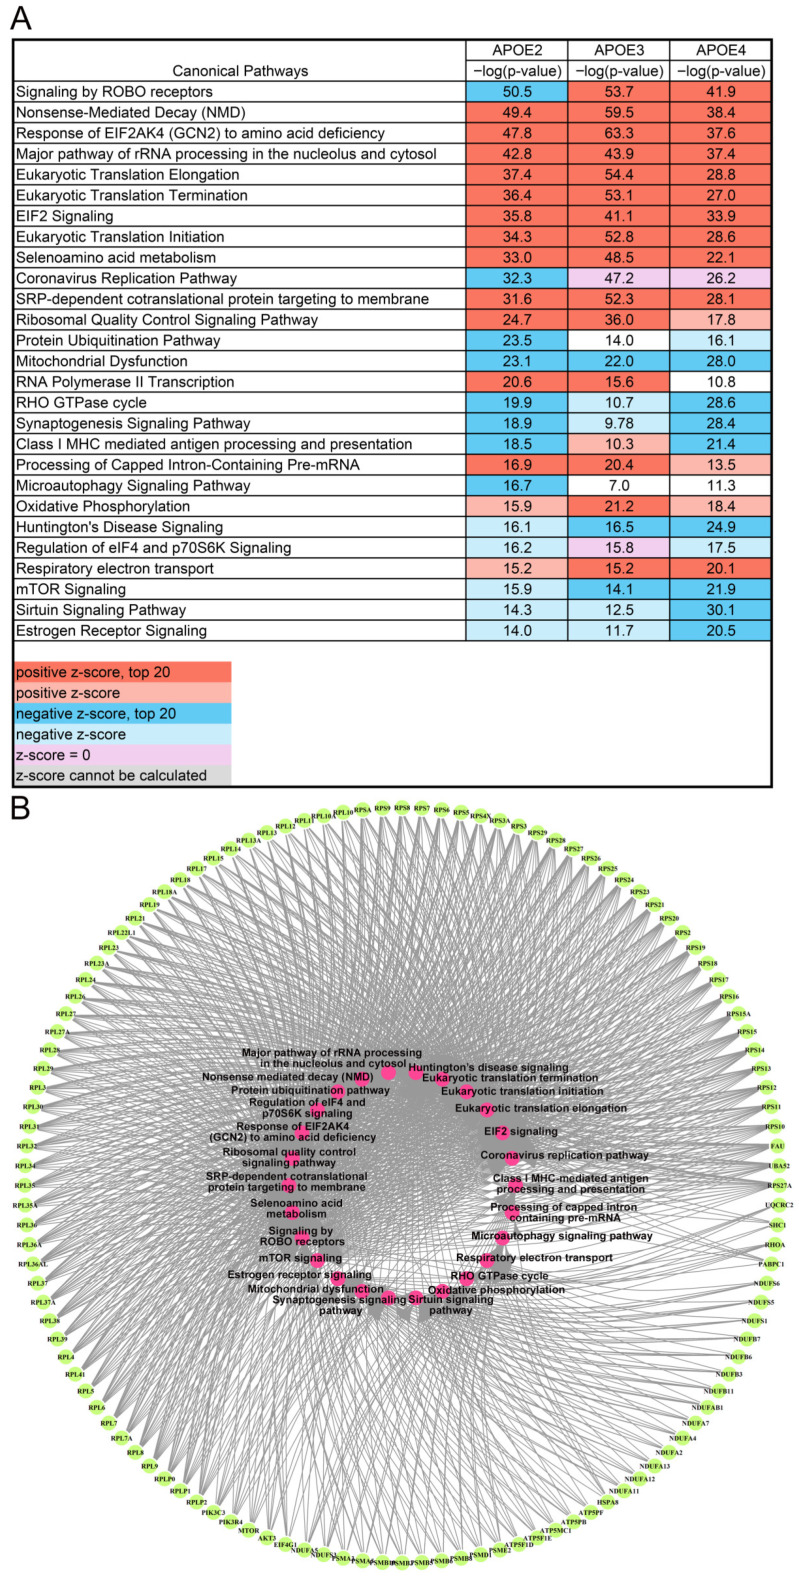
(**A**) Top 20 canonical pathways via IPA across genotypes. IPA generated a list of all canonical pathways significantly differentiated between 12 MO and 18 MO timepoints. The −log(*p*-values) of the top 20 pathways for each genotype were combined into one list. Orange depicts pathways upregulated (positive z-score) and blue depicts pathways downregulated, with shading indicating the top 20. Purple indicates that the z-score was 0 and grey indicates that a z-score could not be calculated. (**B**) Circle plot illustrating the top DEGs driving canonical pathway dysregulation, shown in light green, with the corresponding pathways in the center (pink) and grey arrows drawn between individual DEGs and pathways of interest.

**Figure 4:**
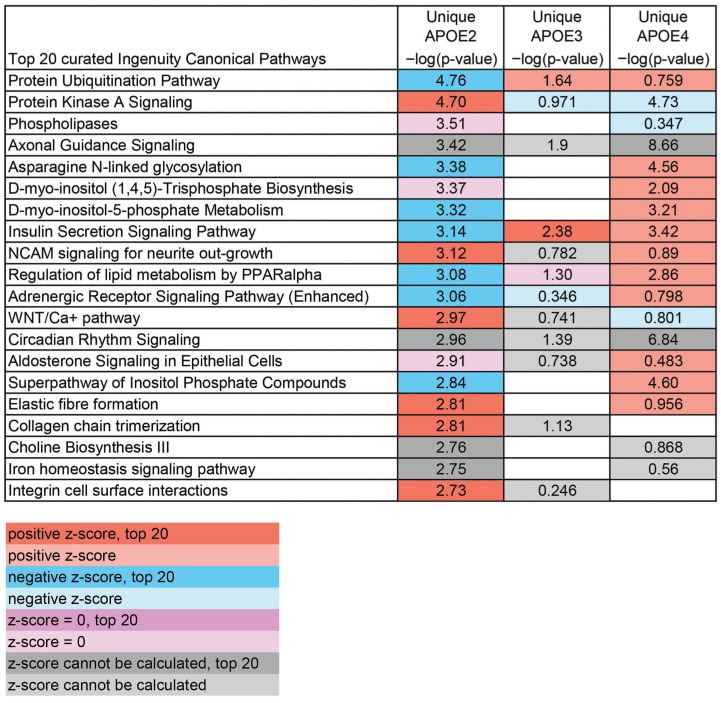
Curated top 20 list of canonical pathways via IPA unique to APOE2. A curated list of the top 20 pathways from DEGs unique to APOE2 was created and compared to pathways altered by aging in APOE3 and APOE4. Orange depicts pathways upregulated (positive z-score) and blue depicts pathways downregulated, with shading indicating the top 20. Purple indicates that the z-score was 0 and grey indicates that a z-score could not be calculated. Shading indicates only 1 top 20 pathway shared with APOE2.

**Figure 5:**
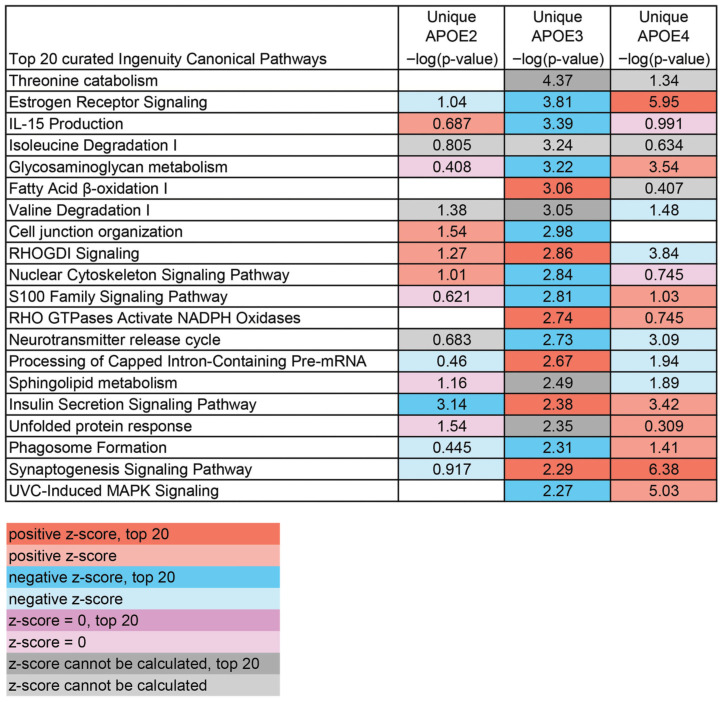
Curated top 20 list of canonical pathways via IPA unique to APOE3. A curated list of the top 20 pathways from DEGs unique to APOE3 was generated and compared to the pathways altered by aging in APOE2 and APOE4. Orange depicts pathways upregulated (positive z-score) and blue depicts pathways downregulated, with shading indicating the top 20. Purple indicates that the z-score was 0 and grey indicates that a z-score could not be calculated. Shading indicates only 3 top 20 pathways shared with APOE3.

**Figure 6:**
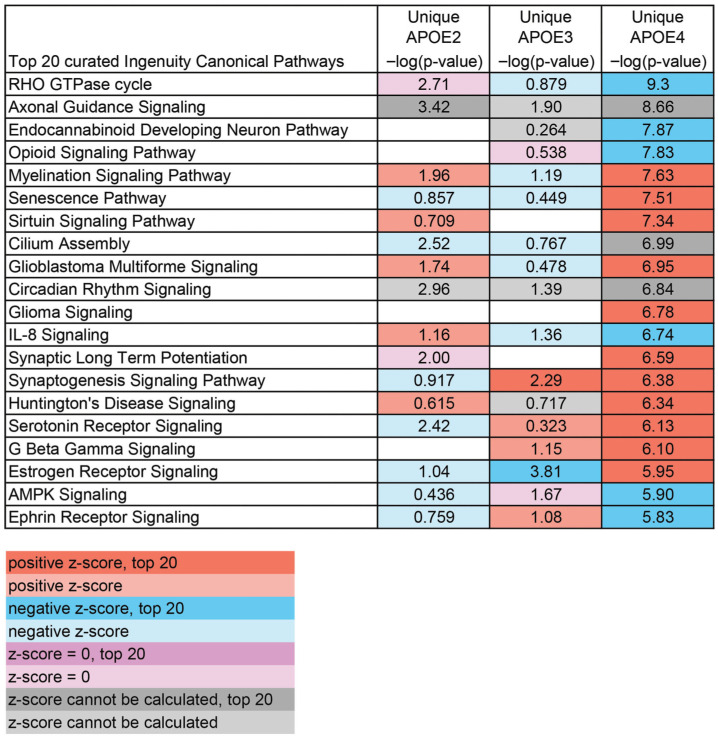
Curated top 20 list of canonical pathways via IPA unique to APOE4. A curated list of the top 20 pathways from DEGs unique to APOE4 was created and compared to the pathways altered by aging in APOE2 and APOE3. Orange depicts pathways upregulated (positive z-score) and blue depicts pathways downregulated, with shading indicating the top 20. Purple indicates that the z-score was 0 and grey indicates that a z-score could not be calculated. Shading indicates only 2 top 20 pathways shared with APOE4.

**Figure 7:**
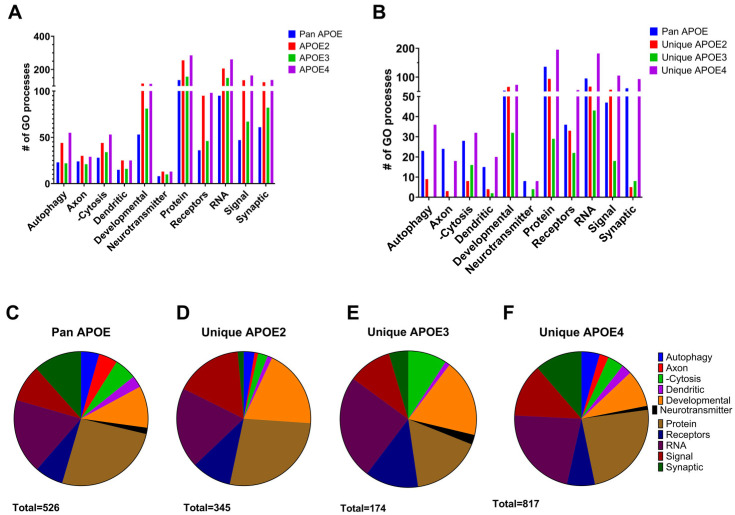
Curated biological pathways via GO analysis. Biological processes identified via GO analysis were categorized into autophagy, axon, -cytosis (exocytosis, endocytosis, and phagocytosis), dendritic, developmental (only those present in the CNS), neurotransmitter, protein, receptors, RNA, signal transduction, and synaptic. Bar graph in (**A**) shows the analysis for all the DEGs in APOE2, APOE3, APOE4, and pan APOE (with logFC values from APOE4). Bar graph (**B**) shows the analysis for pan APOE and aging DEGs unique to APOE2, APOE3, and APOE4. Pie graphs show the percentage of each category shown in **B** (**C**–**F**). Values are shown for aging DEGs in pan APOE (**C**), unique APOE2 (**D**), unique APOE3 (**E**), and unique APOE4 (**F**).

**Figure 8:**
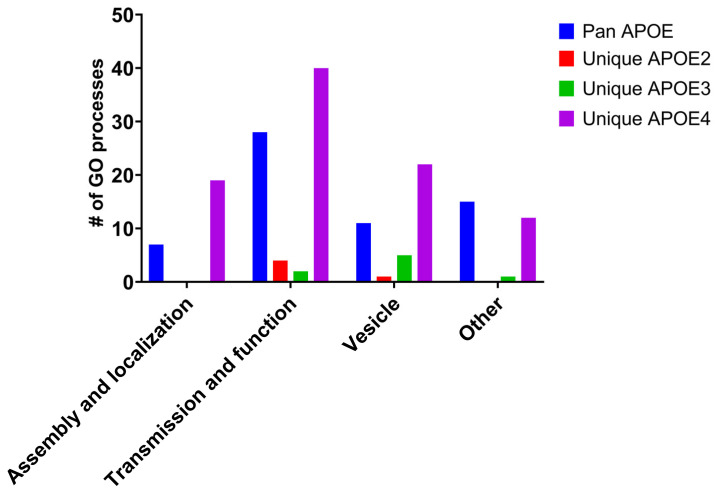
Synaptic subcategories within GO analysis. The synaptic category from the GO analysis was parsed into subcategories. Bar graph shows the total number of biological processes in each category for comparisons of unique DEGs in APOE2, APOE3, and APOE4. Additionally, processes were compared to pan APOE DEGs with logFC values from APOE4.

**Table 1:** List of pathways via KEGG analysis. KEGG generated a list of canonical pathways significantly differentiated between 12 MO and 18 MO. The −log(*p*-value) of pathways altered with all DEGs in APOE2, APOE3, and APOE4 are listed. DEGs unique to APOE4 generated additional KEGG pathways. There were not enough aging DEGs unique to APOE2 or APOE3 to significantly alter any pathways in KEGG. An additional 30 pathways were changed with all aging DEGs in APOE2 and APOE4, but not in APOE3, which are not shown.

Description	APOEZ −log(*p*-Value)	APOE3 −log(*p*-Value)	APOE4 −log(*p*-Value)	APOE4 Unique −log(*p*-Value)
Parkinson’s disease	13.89	17.67	23.63	
Huntington’s disease	18.45	17.95	23.08	
Alzheimer’s disease	12.97	16.04	21.58	
Amyotrophic lateral sclerosis	15.74	16.42	18.28	
Prion disease	10.36	16.19	17.68	
Retrograde endocannabinoid signaling	8.50	5.03	14.14	
Spinocerebellar ataxia	8.92	7.39	13.63	
Thermogenesis	11.07	11.93	13.44	
Autophagy–animal	8.30	3.42	11.16	
Oxidative phosphorylation	11.97	15.45	10.93	
Ubiquitin-mediated proteolysis	7.50	4.58	8.08	
Ribosome	8.69	22.91	5.69	
Proteasome	3.22	3.54	4.05	
Synaptic vesicle cycle	2.74	2.58	3.75	
RNA polymerase	3.23	2.64	3.08	
Pathways of neurodegeneration–multiple diseases	14.32	16.36	21.97	2.87
Mitophagy–animal	5.30	2.76	12.08	3.05
Protein processing in endoplasmic reticulum	6.54	2.45	6.24	2.87
Axon guidance	7.35		12.31	6.10
Endocytosis	5.42		10.93	4.57
Gap junction	4.77		10.61	2.84
Long-term potentiation	3.93		8.36	2.51
Glutamatergic synapse	3.37		8.72	3.71
Inositol phosphate metabolism	2.55		2.95	2.57
Choline metabolism in cancer	2.42		5.80	2.49
Rap1 signaling pathway	2.17		5.62	4.13
Adherens junction	2.05		5.09	3.67
Dopaminergic synapse			8.07	3.91
Phospholipase D signaling pathway			5.71	3.51
EGFR tyrosine kinase inhibitor resistance			5.38	2.45
Amphetamine addiction			5.09	4.75
Cocaine addiction			3.37	4.29
MAPK signaling pathway			3.12	3.90
Nucleotide excision repair	3.88	3.35		

## Data Availability

The datasets supporting the conclusions of this article are available as follows. RNA-seq data analyzed within this study are available from GEO with 12 MO data accessible through GEO Series accession number GSE188267 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188267, accessed on 10 October 2025) and 18 MO data accessible through GEO Series accession number GSE234711 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234711, accessed on 10 October 2025) or from the corresponding author upon request.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/brainsci15101117/s1: Supplementary Figure S1. STRING analysis in Cytoscape (v3.10.3) was performed on APOE4-unique DEGs derived from the top 20 canonical pathways. Of the 446 DEGs, 441 proteins were queried for PPIs at a stringency of a 0.6 cutoff. A total of 368 DEGs displayed 1 or more PPIs. An additional 73 DEGs were not associated with PPIs. Several PPI clusters were evident with close interactions, including oxidative phosphorylation dysregulation (insert), commensurate with findings of oxidative phosphorylation pathway defects in AD/ADRD models and postmortem human brain. Supplementary Table S1. Aging DEGs common between genotypes that changed direction. DEGs common in aging between APOE2, APOE3, and APOE4 were identified. DEGs that did not upregulate or downregulate uniformly across genotypes are listed. Both logFC and *p*-value of each DEG in each genotype comparison are listed. Supplementary Table S2. Biological processes per GO category and subcategory. GO analysis yielded several biological processes for each comparison, which were categorized into several groups: autophagy, axon, -cytosis (exocytosis, endocytosis, and phagocytosis), dendritic, developmental, neurotransmitter, protein, receptor, RNA, signal transduction, and synaptic. All other biological processes were categorized as “Other”. The number of biological processes in each category and the total for each comparison are listed. Select categories (developmental, protein, signal, and synaptic) were further broken down into subcategories. Values for APOE4 were used for the pan APOE analysis.

## Abbreviations

The following abbreviations are used in this manuscript:

AD	Alzheimer’s disease
ADRDs	Alzheimer’s disease-related dementias
ApoE	Apolipoprotein E
CSF	Cerebrospinal fluid
DEGs	Differentially expressed genes
GO	Gene Ontology
GTC	Genome Technology Center
GWAS	Genome-wide association studies
hiPSC	Human-induced pluripotent stem cell
IPA	Ingenuity Pathway Analysis
iPSC	Induced pluripotent stem cell
KEGG	Kyoto Encyclopedia of Genes and Genomes
LBD	Lewy body disease
logFC	Log-fold change
MO	Months of age
NYUGSOM	New York University Grossman School of Medicine
PPIs	Protein–protein interactions
RNA-seq	RNA sequencing
RIN	RNA integrity number

How the deposited data were processed for this re-analysis (not part of the article)

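RNA from the left hemi-brain of female targeted replacement mice at 18 MO was measured in 20 libraries, 5 each of APOE2, APOE3, APOE4 and a group whose labels read APOE4D with the genotype APOE4. Each library was assigned by its label, which carries the genotype and the ID of the mouse. The 12 MO libraries were not analysed here.

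The authors deposited raw counts of reads per gene symbol. The submitters' processing notes name STAR 2.7.0, featureCounts, DESeq2 and the build GRCm38 (mm10), and strand use in counting is not given in the sources used here. The authors also deposited normalized counts, a signal made by dividing the raw counts by 1 factor per library. The authors' deposited comparison tables hold log2 fold changes and their standard errors, Wald statistics (a score) and p-values from DESeq2 for the 3 pairs of genotypes. Only the raw counts entered the tests. Of the 55291 gene symbols, 39152 were matched to a position in the GRCm38 annotation. The length and GC content of the canonical transcript came from a separate GENCODE annotation, in which 49684 symbols were matched.

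The counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes with more than 0.1 CPM in over 40% of the libraries of a fit were kept, libraries were scaled by TMM, and edgeR's quasi-likelihood test with robust estimates compared each pair of genotypes and all 3 together, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 3 genotypes shared 1 fit, and APOE4D was compared with APOE4 in a fit of all 20 libraries. CPM values given with an SD were scaled by TMM. Of 36 gene lists of pathways, cell types and a genome region, written with the design and most of the alternatives before the data were examined, the 35 with at least 5 measured members that were not label checks were tested with camera at a preset correlation of 0.01, then with an estimated correlation and with fry.

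Named genes were those with the largest log2 fold changes of each sign, 10 per sign in each comparison, among genes past the threshold, with a mean log2 CPM of at least 1 and groups whose CPM did not overlap. Added to these were the 10 genes with the smallest p over all genotypes, Apoe, Apoc1, Tomm40 and the sex-linked genes, and up to 4 members per list with the smallest p where the list passed camera or held a gene past the threshold. Mouse Apoe was also compared by exact permutation tests.

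The steps were tested on simulated counts with 200 genes changed by known folds. The changed genes were drawn only from genes expressed well above the 0.1 CPM of the filter, and counts were drawn without correlation between genes. The shares recovered thus do not hold for genes of low expression. At a fold of 1.5, 89.1% of the changed genes were recovered for APOE2 against APOE3, 93.1% for APOE4 against APOE3, 89.7% for APOE2 against APOE4 and 93.1% for APOE4D against APOE4. At a fold of 1.25 the shares were 73.1%, 68.1%, 64.5% and 70.3%, so smaller differences can be missed at this depth of 32404258 to 51960932 reads per library.

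Alternatives were no filter, edgeR's filterByExpr, RLE size factors, DESeq2 1.42.0, limma-voom, fits of only the groups compared, APOE4 and APOE4D joined, the series of the animal IDs as a covariate, the FH animals left out, 1 surrogate variable from sva 3.50.0, and each library left out in turn. Chosen after seeing the data were the removal of the trend over transcript length and GC content (loess span 0.3), thinning of the libraries to 1 total, and leaving out the libraries F61N and FH111. For other groupings, 60 splits were drawn per comparison. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Age, the effect of human APOE levels and the read-based covariates of the paper were not analysed here. A result for 1 gene is not reported here.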

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

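Chosen only after the results were seen were the tests for a male animal, for a shallow library, of the genes near Apoe and of the APOE2 library FH111. Single libraries were compared with their group in 136 groups of 5 libraries over 34 quantities by Dixon's test, and 10 lay apart, where chance would give 6.8.

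The APOE3 library F61N had 48 Xist reads (the other APOE3 libraries 14653 to 18008), 13.57 CPM of Eif2s3x (21.46 to 23.53), 38.11 CPM of Kdm5c (52.97 to 55.53) and 7.404% mitochondrial reads (5.896 to 6.155). A male animal is excluded by its 5 Y-linked reads, and a shallow library by a total at 90.6% of the APOE3 median. A single X chromosome may account for the low Xist, with a median log2 ratio of -0.382 over the 4 genes that escape X inactivation, though Ddx3x was not lower. Whether F61N is a library of another genotype stays open. Over genes with a fold of at least 2, F61N lay nearer to APOE3 at 82.3% of 175 between APOE2 and APOE3 and at 71.1% of 135 between APOE4 and APOE3. The other APOE3 libraries, each left out in turn, were at 90.3% to 92.1% and at 71.0% to 80.2%. To argue against another genotype, a bound of over 80% in both comparisons was set beforehand, and the second comparison did not meet it. At called genes under that fold F61N lay nearer to APOE3 at only 30.8% of 1459 and 35.8% of 3911. The other APOE3 libraries were at 63.4% to 94.7% and at 80.8% to 95.8% there.

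The APOE2 library FH111 had 52.88 CPM of Gm11942 (the other APOE2 libraries 97.26 to 112.8) and 2.795 CPM of Bfsp2 (0.3243 to 0.5341). A candidate explanation is that this mouse carried 1 copy instead of 2 of alleles of the APOE2 line outside the Apoe region, since its median position between APOE3 (0) and the other APOE2 libraries (1) was 0.503 over 71 genes away from Apoe. RNA of APOE3 mixed into the library is argued against, though on few genes, by a position of 1.072 (95% interval 0.749 to 1.378) over 5 genes within 20 Mb of Apoe. The intervals of positions resample genes of 1 library, so they give the spread over genes and not over mice. Of the 5 genes, Oscar, Tmc4 and Pirb lie close together on chromosome 7 and are not independent. A mixture with APOE4 RNA was not tested, since FH111 was placed only between APOE3 and APOE2. An effect of the APOE2 allele that all 5 mice carry, as the whole cause and equal in each, is argued against by the distance of 0.543 from FH111 (95% interval of its position 0.465 to 0.568) to the lowest of the other APOE2 libraries (1.046). That distance is inflated, since the reference for the other libraries includes FH111. The position of FH111 itself has a reference without it. Near Apoe, DNA of another strain around the replaced gene may add to the differences. Called genes with a fold of at least 2 between APOE4 and APOE3 lay within 20 Mb of Apoe more often than other genes (odds ratio 6.02, 95% interval 3.22 to 10.5, Fisher's exact test, p = 1.76e-07, and 4.98, 2.04 to 10.5, over protein-coding genes alone). In counts, 15 of 478 tested genes near Apoe were such genes, against 99 of 18514 elsewhere, so most of them lay away from Apoe. The lower bounds of 3.22 and 2.04 argue against an effect of the genotype that ignores position as the whole cause. Neighbouring genes are not independent, so these intervals are too narrow, and 8 such genes lay on chromosome 7 from 0 to 10 Mb (0.522 expected). In APOE2 against APOE3 such genes also clustered away from Apoe, with 7 on chromosome 9 from 40 to 50 Mb (0.926 expected). For APOE2 against APOE3 the odds ratio was 2.45 (1.09 to 4.82) over all genes and 3.35 (1.3 to 7.29, p = 0.00714 by Fisher's exact test) over protein-coding genes alone, on either side of the bound of 3 used for this test, so it stays open, and strain sequence was not examined here.

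The remaining values lay apart from their group with no explanation tested. In APOE4D, FH68 had 8.047 CPM of Gpi-ps (the others 5.974 to 6.521) and 33.12 CPM of Rdh13 (28.8 to 29.94). In APOE2, F74M had 31.47 CPM of Kcna1 (20.41 to 23.05), and in APOE3, F64M had 2.771 CPM of Tmc4 (3.525 to 3.816).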

How the results depend on the processing

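Removing the trend over transcript length and GC content, thinning the libraries and leaving out F61N and FH111 were chosen after seeing the data. No paired analysis was possible because each library is from a different mouse and the labels give the groups no shared replicate numbers. No APOE3 mouse has an ID of the FH series, so ID series and genotype are partly mixed. Leaving out the FH animals takes mice from the other groups only, so fewer calls cannot be told apart from fewer mice. The cause of the changes below was not tested, except that an unadjusted p or a minimum fold changes the count by its construction.

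For APOE2 against APOE3 (1029 genes), fitting only these groups gave 637, an unadjusted p 4165, a fold of 1.5 303, and leaving out F61N and FH111 2032. For APOE4 against APOE3 (4422), the ID series as a covariate gave 2916, no FH animals 1403, 1 surrogate variable 836, the trend removed 2241, an unadjusted p 7074 and a fold of 1.5 428. For APOE2 against APOE4 (1238), only these groups gave 1889, no FH animals 537, an unadjusted p 4216 and a fold of 1.5 317. For any genotype (4155), no FH animals gave 1640, 1 surrogate variable 1645, the trend removed 2584 and an unadjusted p 7003. For APOE4D against APOE4 (0 by edgeR and by limma-voom), no filter gave 10, DESeq2 13, only these groups 210, thinning 1 and an unadjusted p 2293.

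Leaving out 1 library gave 569 (without F10N) to 2533 (without F61N) genes for APOE2 against APOE3, with 639 without F74M, 3028 to 5739 for APOE4 against APOE3, 733 (without FH78) to 1586 for APOE2 against APOE4, with 749 without F42N and 798 without FH66, 2903 to 5646 for any genotype, and 0 to 1 for APOE4D against APOE4. Lists past camera ranged over 9 to 12, 8 to 11, 6 to 10 and 3 to 9.

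Lists past camera were 10 for APOE2 against APOE3, 10 for APOE4 against APOE3, 8 for APOE2 against APOE4 and 5 for APOE4D against APOE4. None of the 35 lists passed with an estimated correlation, and 0, 7, 0 and 0 passed fry. Of these 7, 5 also passed camera: ribosomal, oxidative phosphorylation and glutamatergic genes, blood markers and genes flanking Apoe. The other 2, cerebellar neurons and PPAR-alpha targets, did not. For APOE2 against APOE4, no filter gave 16, APOE4D joined 5 and no FH animals 13. For APOE4D against APOE4, no filter gave 8, no FH animals 12 and 1 surrogate variable 8. In that comparison the ribosomal and oxidative phosphorylation lists turned from higher to lower without the FH animals (adjusted p = 0.00874 and 0.00246 by camera) and with 1 surrogate variable (adjusted p = 0.125 and 0.358). Of the named genes, none changed direction in a called value, 458 values fell short of the threshold and 205 came to pass it under the alternatives other than single libraries, against 5307 on the same side.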

Differences from the paper's values

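The paper's n of 5 mice per genotype at 18 MO matches the libraries labelled APOE2, APOE3 and APOE4. With APOE4D joined, the number for APOE4 is 10 where the paper gives 5.

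The paper ranks age above genotype as the source of differences in expression. At the unadjusted p under 0.05 that it uses, the genotypes at 18 MO differed here in 7074 genes for APOE4 against APOE3, 4165 for APOE2 against APOE3 and 4216 for APOE2 against APOE4 by edgeR, and in 7129, 4344 and 4229 by limma-voom, where chance alone would give 1051. APOE4D and APOE4, with the same genotype in the labels and 0 genes called, differed in 2293 genes by edgeR and 2265 by limma-voom at that threshold. The edgeR and limma-voom counts for APOE4 against APOE3 lie above each of the 3 counts between ages within a genotype in Figure 1. Those for APOE2 against APOE3 and APOE2 against APOE4 lie between its lowest and its middle one. This order depends on the fit. APOE4 against APOE3 fell below the highest count of Figure 1 with the ID series as a covariate (6008), without the FH animals (4822), with 1 surrogate variable (3755), with the trend over transcript length and GC content removed, a setting chosen after seeing the data (5229), and without F39N (5965), FH78 (6159), FH66 (6286) or F10N (6393). APOE2 against APOE3 ranged from 3306 without F39N to 5459 without F61N, and APOE2 against APOE4 from 2784 without the FH animals to 5211 with no filter. These values come from another aligner, counter and test and from a fit with no read-based covariates, and the ages were not compared here. The counts of Figure 1 also compare cohorts of unequal size from separate series, the younger of both sexes and the older of females only. The main counts here compare groups of equal size and the same age, all labelled female. Numbers of genes from such unlike designs cannot decide whether age or genotype has the larger effect.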

Other observations

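Chosen only after the results were seen were the removal of the trend over length and GC content as a setting, the counts of lists in other splits, and the position of F61N in the lists.

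The 5 APOE4D libraries differed from the 5 APOE4 libraries in 0 of 21041 genes by edgeR's quasi-likelihood test and by limma-voom, in 13 by DESeq2, and in 2293 at an unadjusted p under 0.05 by edgeR. With only these groups in the fit, edgeR called 210 genes, 86 higher and 124 lower in APOE4D. Of the lists, the unfolded protein response and heat shock was lower in APOE4D by camera (0 of 35 genes past the threshold, 7 lower when adjusted over the list alone, median -0.10, adjusted p = 6.89e-07 by camera), and so were endothelial markers (0 of 21 past the threshold and 0 over the list alone, median -0.09, adjusted p = 0.00511 by camera). With an estimated correlation neither list passed (adjusted p = 0.905 for both). The lists of cholesterol synthesis, ribosomal and oxidative phosphorylation genes had medians of 0.05, 0.04 and 0.03 with 0 of 25, 0 of 81 and 0 of 78 genes past the threshold (1, 0 and 0 higher when adjusted over the list alone, adjusted p = 0.00511, 0.00116 and 0.0107 by camera, and adjusted p = 0.905 for each with an estimated correlation). Without the FH animals the ribosomal and oxidative phosphorylation lists turned to lower (adjusted p = 0.00874 and 0.00246 by camera), and with 1 surrogate variable they were lower without passing (adjusted p = 0.125 and 0.358). With the trend over transcript length and GC content removed, neither passed camera. With 0 genes called, all 60 of 60 splits are as large by construction, so the splits say nothing about the genes (highest other 0). Chance cannot be excluded for the 5 lists (highest other 15, as many in 55 of 60).

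Of the ribosomal and oxidative phosphorylation genes, 54 of 81 and 48 of 78 were lower in APOE4 than in APOE3 and 0 and 1 higher, and neither list passed camera with an estimated correlation (adjusted p = 0.458 and 0.45). With libraries thinned to 1 total, 102% and 104% of the medians were kept. Thinning leaves the expected ratio of genes with many reads unchanged, so it cannot decide whether a difference that goes with library size contributes. A bias of transcript length and GC content cannot be told apart from the genotype, since 51.8% and 63.1% were kept with the trend removed (52.9% over the 64 oxidative phosphorylation genes with a transcript length, as the other 14 could not be corrected), and these transcripts are short (median lengths 1051 and 1165 against 2838). A state of single libraries apart from the genotype may also contribute, as the APOE3 library F61N lay at 0.25 and 0.415 between APOE4 (0) and the other APOE3 libraries (1). An effect of the genotype remains open.

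For the counts of genes, only the real 1 of the 60 splits drawn in each comparison was as large, which argues against chance. Not every possible split was drawn, so chance is not excluded, least of all for APOE2 against APOE3, where another split came close. The real count and the highest other were 1029 and 988 for APOE2 against APOE3, 4422 and 3729 for APOE4 against APOE3, 1238 and 2 for APOE2 against APOE4, and 4155 and 970 for any genotype. The splits with 853 and 988 genes, and those with 2790 and 3729, all moved F61N out of APOE3. Without F61N, APOE2 against APOE3 gave 2533 genes, and without F10N 569 and without F74M 639. APOE2 against APOE4 gave 733 without FH78, 749 without F42N and 798 without FH66. For the lists past camera chance cannot be excluded, with real and highest other numbers of 10 and 16 (as many in 34 of 60 splits), 10 and 17 (24 of 60), and 8 and 15 (38 of 60) in the same 3 comparisons. Single lists varied. In APOE4 against APOE3 as small a camera p came in 4 of 60 splits for ribosomal genes and 2 for oxidative phosphorylation. It came in 21 for complement and 34 for pericytes, smooth muscle and fibroblasts.

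Of 186, 175 and 202 called genes with a fold of at least 2 in APOE2 against APOE3, APOE4 against APOE3 and APOE2 against APOE4, 153, 114 and 170 had a position in the annotation, and 22.9%, 17.5% and 22.4% of these were pseudogenes, against 5.54% of the tested genes with a position. In the authors' deposited tables 1773, 5290 and 1879 genes of APOE2 against APOE3, APOE4 against APOE3 and APOE2 against APOE4 have an adjusted p under 0.05 by DESeq2, and 1000, 4373 and 1216 of them are also called here, all in the same direction.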
